A study of Mus musculus with 3 samples. Its data were reported in "Lef1 restricts ectopic crypt formation and tumor cell growth in intestinal adenomas" (2021).

How the data were processed

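Single-cell RNA sequencing had been run on sorted EpCAM-positive epithelial cells of the mouse small intestine, with 1 library from each of 3 genotypes. EpCAM is a surface protein of epithelial cells. WT was the wild type. *LApc* carried a tamoxifen-inducible Cre recombinase in the *Lgr5* locus, which is active in intestinal stem cells, and floxed *Apc*. *LApcL* carried floxed *Lef1* in addition. Per the labels, the tamoxifen doses were of 2 mg, and the cells were taken on day 21 for WT and *LApcL* and on day 29 for *LApc*. Genotype was therefore confounded with mouse and library, and for *LApc* also with day. The paper does not say which version of the reagent kit each library was made with, so kit may be confounded as well. The libraries had no replicates.

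The authors made droplet libraries in which each captured RNA molecule carries a unique molecular identifier (UMI). They quantified the libraries with Cell Ranger 2.1.1 on its mm10 reference, version 1.2.0. The study's methods name alternative versions of the reagent kit without saying which each library used. The kit may therefore also differ between the libraries. The deposited values were UMI counts per gene and cell barcode over 27998 genes, without normalization. The authors' filters on cells and their cell annotation were not part of the values used here, so every cell class was rebuilt. The libraries held 11453 (WT), 13214 (*LApc*) and 17388 (*LApcL*) barcodes and 140181087, 79696291 and 191509615 UMIs.

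Cells were filtered in the way the study's methods describe. The 1% of barcodes with the fewest and the 1% with the most genes detected were removed in each library, as were barcodes with more than 20% mitochondrial UMIs. Doublets were scored with Scrublet (scanpy 1.11.5), in place of the study's scDblFinder. The automatic threshold of Scrublet marked 0 cells of *LApc*, so in each library the highest scores were removed at the expected rate, which grows with the number of barcodes and was 9.16%, 10.6% and 13.9%. This choice was made after that outcome had been seen. It removed 993, 1104 and 2206 cells, and left 10168, 9632 and 14514. The kept cells held 121907018, 62704206 and 156651540 UMIs. Their median UMI counts were 9737, 6133.5 and 10155.

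Seurat 5.3.0 under R 4.3.3 was used for log-normalization, variable features, integration of the 3 libraries by canonical correlation analysis, 20 principal components and Louvain clustering at resolution 0.2 with 20 neighbours. The 38 genes of the fixed lists were left out of the 729 features, so that cluster sizes did not rest on the genes compared. A cluster was called "X-like" from fixed markers of the class. At least 3 markers had to be raised 1.5-fold over the mean of the other clusters, with 10 CPM (the usual scaling of counts to an equal total) added to both sides, and stand at 10 CPM or more. A cluster stayed unnamed when its top 10 genes by fold held more markers of another class, or when at least 3 markers of another class were raised and that class reached more than 0.5 of its score. Genes whose share of positive cells varied by under 10% between clusters were left out of the top 10. The marker lists were fixed before the data were examined, whereas the numeric limits of this rule were set after the clusters had been seen. They left clusters 5 and 8 unnamed, whose shares are given with the classes. The limit of 0.5 kept no cluster of the main clustering out of a class, and it kept 1 cluster out at resolution 0.4. Markers of immune and stromal cells were also used and named no cluster.

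Wnt/TA-like cells were scaled for depth, corrected with a mutual-nearest-neighbour method (an own implementation of the fastMNN idea, 20 components and 53 neighbours) and subclustered at resolution 0.4 with leidenalg 0.10.2. A subcluster was adenoma-enriched when WT gave under 10% of it after the 3 libraries had been weighted to equal numbers of cells.

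UMI counts were summed per library and cell class and expressed as CPM with exact Poisson intervals. Log2 ratios of CPM carry the exact conditional binomial interval, and shares of cells the exact Clopper-Pearson interval. The level was 95% throughout, and a count of 0 was given an upper limit of 3 counts. These intervals cover counting error only, not the spread between mice. Cells are not replicates and each group had 1 library, so no test was run. For shares of cells with a UMI, each cell was thinned to 3000 UMIs and shallower cells were left out.

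The fixed lists, which the study named and partly chose on these libraries, were Wnt antagonists, the Tcf/Lef family, *Myc* with *Cd44*, *Sox17* and *Mki67*, stem cell markers, Bmp genes, ectopic crypt genes, reserve stem cell genes, and *Rnf43* with *Znrf3*. Further sets were 77 ribosomal protein genes, 44 Myc-related genes and 14 cell-cycle genes. The Hallmark sets were not used here. The median log2 ratio of a set was placed among those of 10000 random lists of the same size, matched on mean expression, with genes at 5 CPM or more. All fixed genes were compared, and those not named singly are counted with their list. The plot of ratios draws them for *LApcL* over *LApc*. In addition, the 5 highest and 5 lowest ratios of *LApcL* over *LApc* in adenoma-enriched cells are named, among genes at 50 CPM or more in either library whose sign held over all Wnt/TA-like cells and under TMM scaling (edgeR 4.0.16, used only for that factor). Of these, 1 gene is not reported here. Gene positions are those of the GENCODE M21 annotation on mm10, 1-based.

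The calculations were tested on simulated data. In simulated counts for *LApcL* over *LApc* across all kept cells, 94.9% of the intervals of 2470 genes held the true ratio. For 100% of 200 changed genes the interval lay on the true side of 0. The counts were drawn with Poisson error, the kind the intervals assume. Changes as small as many reported here were not simulated. The percentiles of 100 unchanged lists of 44 genes ran from 0.73 to 99.7, and a raised list reached 100. In 3000 simulated cells of the 3 libraries, clustered on 2000 genes, the WT share rule found 100% of the cells added to *LApc* and *LApcL* and took 0% of the shared ones.

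The alternatives tried were doublets kept, a mitochondrial limit of 10%, no removal by genes detected, no integration, a clustering resolution of 0.4, all 743 variable features, a class by marker score for each cell, WT share limits of 5% and 20%, no neighbour correction, a subclustering resolution of 0.8, all Wnt/TA-like cells in place of the adenoma-enriched ones, TMM scaling, CPM without ribosomal protein and mitochondrial genes, the mean of each cell's CPM, the area under the ROC curve over thinned cells, and shares without thinning. A restriction to a single state of adenoma-enriched cells was added after the data had been seen. The states are clusters of the same Louvain method run without integration, and each is called by the gene that was higher in it, *S100g* or *Wfdc18*. Lists of 8 proximal and 8 distal enterocyte genes were also written after some of their values had been seen.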

Results

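Single-cell transcriptomes of sorted small-intestinal epithelial cells were compared between a WT library, an *LApc* library, in which *Apc* was floxed and Cre was expressed from the *Lgr5* locus, and an *LApcL* library, in which *Lef1* was floxed as well. *Apc* encodes a negative regulator of Wnt signalling, and *Lef1* encodes a transcription factor of the Tcf/Lef family that acts in the same pathway. Each genotype had 1 library, so no value has a replicate, and the differences below are between these libraries. The libraries held 140181087 (WT), 79696291 (*LApc*) and 191509615 (*LApcL*) UMIs, with medians of 9965, 5582 and 10333 UMIs per barcode. After filtering, 10168, 9632 and 14514 cells were kept. All intervals are exact 95% intervals and cover counting error only.

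The targeted genes were measured first. *Lef1* (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356 of mm10, plus strand, protein coding) stood at 0.350 CPM in Wnt/TA-like cells of WT, 8.81 CPM in *LApc* and 3.35 CPM in *LApcL*. In adenoma-enriched cells, defined below, it was 21.7 CPM (18.9 to 24.8, 216 UMIs) in *LApc* and 3.51 CPM (3.17 to 3.88, 386 UMIs) in *LApcL*. This was a log2 ratio of -2.63 (-2.87 to -2.38), or 6.19-fold lower. In cells of the *S100g*-high state alone, a restriction chosen after the data had been seen, it was -1.51 (-1.96 to -1.03), or 2.85-fold lower. With both libraries set to the same mix of states it was 0.09, a value that leans on 10 *Lef1* UMIs in 29 *LApcL* cells. In Wnt/TA-like cells outside the adenoma-enriched subclusters *Lef1* was higher in *LApcL*, by 1.27 (0.25 to 2.36), on 25 UMIs in *LApcL* and 13 in *LApc*. *Sox17*, with 0 UMIs in Wnt/TA-like cells of WT, was higher there by 3.99. Of the 6 Wnt antagonists 4 intervals lay above 0 there and 1 below. Adenoma RNA or adenoma cells in this population thus stay open as the source. Leaving ribosomal protein and mitochondrial genes out of the total gave -2.52 for *Lef1* in adenoma-enriched cells. Over all kept cells the log2 ratio was -0.37. *Apc* (ENSMUSG00000005871, chromosome 18, 34220924 to 34322552, plus strand, protein coding) was not lower in the libraries labelled as deleted. It stood at 19.3 CPM in Wnt/TA-like cells of WT, 32.9 CPM in *LApc* and 35.8 CPM in *LApcL*, and the log2 ratio of *LApc* over WT was 0.77 (0.62 to 0.92). In adenoma-enriched cells it was 49.3 CPM in *LApc* and 37.3 CPM in *LApcL*. A count made at the end of the transcript can still include a transcript that lacks an exon, for *Lef1* as for *Apc*. The *Apc* count thus does not bear out the label. WT, *LApc* and *LApcL* therefore mean the library labelled WT, the library labelled *LApc* and the library labelled *LApcL* throughout.

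The shares of cell classes were compared to see how the epithelium differed between the genotypes. Wnt/TA-like cells, which carry proliferation and crypt markers, made up 29.8% (28.9 to 30.7) of kept cells in WT, 36.2% (35.2 to 37.1) in *LApc* and 72.5% (71.8 to 73.2) in *LApcL*. The difference was 36.4 percentage points (35.1 to 37.6) between *LApcL* and *LApc*, and 6.35 points (5.04 to 7.67) between *LApc* and WT. Both depended on how the class was drawn. At a resolution of 0.4 they were -0.813 and -4.08 points, because clusters made up mostly of *LApcL* cells then carried too few raised markers to be named. Unnamed clusters then held 57.6% of *LApcL*, 33.3% of *LApc* and 24.9% of WT cells. When each cell was classed by marker score, the difference between *LApc* and WT was -0.321 points. The Wnt/TA-like class joined cluster 0, with 0.0492%, 12.9% and 59.7% of the kept cells of WT, *LApc* and *LApcL*, and cluster 1, with 29.8%, 23.3% and 12.8%. Of the cells of cluster 0, 8668 came from *LApcL*, 1242 from *LApc* and 5 from WT.

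Enterocyte-like cells made up 19.4%, 28.6% and 9.54% of kept cells in WT, *LApc* and *LApcL*, and goblet-like cells 24.8%, 16.2% and 6.56%. Both classes were less frequent in *LApcL* than in *LApc*, by -19.1 and -9.65 points. Enteroendocrine-like cells made up 3.38%, 5.34% and 2.51%, and tuft-like cells 2.55%, 0.758% and 2.11%. The tuft-like difference between *LApc* and WT was -1.79 points, and it was 1.28 points by marker score. Paneth-like cells made up 5.01% in WT, 3.37% in *LApc* and 3.01% in *LApcL*. The Paneth-like difference between *LApcL* and *LApc*, -0.363 points (-0.831 to 0.0932), was not detectable at this depth. By marker score it was 2.38 points, with shares of 4.03% (3.64 to 4.44) in *LApc* and 6.41% (6.01 to 6.82) in *LApcL*. With a mitochondrial limit of 10% the shares were 1.71% (1.44 to 2.02) and 1.18% (1.01 to 1.37), and at a resolution of 0.4 they were 1.55% and 1.15%. Without cells that also carried adenoma transcripts they were 3.35% and 1.34%, so the direction depends on how the class is drawn. Unnamed clusters held 15.05%, 9.56% and 3.76% of the cells. Of these, cluster 5, led by *Fabp6*, held 7.63%, 7.79% and 2.20%, and cluster 8, with goblet and cell-cycle genes, held 7.42%, 1.78% and 1.56%.

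**Figure D1:**
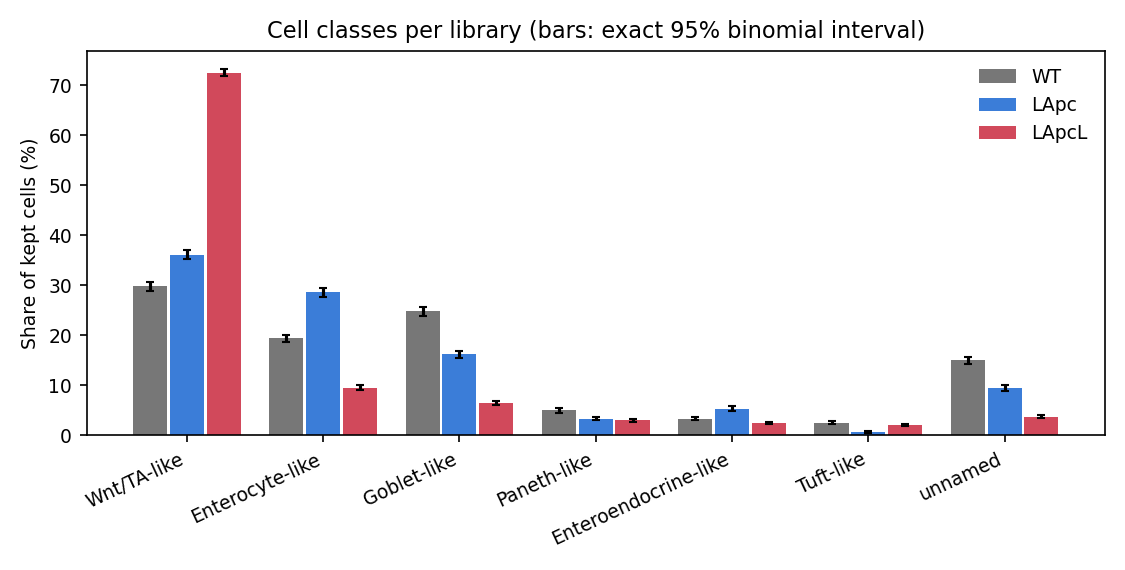
Share of kept cells (%) in each cell class of the WT, *LApc* and *LApcL* libraries, with exact 95% binomial intervals as bars. Wnt/TA-like cells reached 72.5% in *LApcL* against 36.2% in *LApc*. At a clustering resolution of 0.4 the difference was -0.813 points, because clusters of mostly *LApcL* cells were then left unnamed.

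Wnt/TA-like cells were subclustered to separate adenoma cells from normal crypt cells. Adenoma-enriched subclusters held 5 cells of WT (0.165% of its Wnt/TA-like cells), 1267 cells of *LApc* (36.4%, 34.8 to 38.0) and 9179 cells of *LApcL* (87.2%, 86.6 to 87.8). The share of Wnt/TA-like cells was 2.40-fold (2.26 to 2.54) higher in *LApcL* than in *LApc*. Of all kept cells, they made up 13.2% in *LApc* and 63.2% in *LApcL*, a ratio of 4.81 (4.53 to 5.10). Without the neighbour correction these ratios were 1.00 and 2.01.

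In Wnt/TA-like cells, the library labelled *LApc* was compared with WT for the effect of *Apc* deletion, which the *Apc* count itself did not bear out. All 6 Wnt antagonists were higher in *LApc*. The log2 ratio was 0.58 for *Axin2* and 6.55 for *Nkd1*. *Dkk2* and *Wif1* had 0 UMIs in WT and were at least 167-fold and 446-fold higher. *Dkk3* had 1 UMI in WT, with a log2 ratio of 8.97 (6.49 to 14.28), and *Notum* had 3, with 10.21 (8.66 to 12.49). All 4 genes of the Tcf/Lef family were higher as well, among them *Lef1* at 4.65 and *Tcf7l1*, with 3 UMIs in WT, at 3.82 (2.14 to 6.17). *Sox17* and *Bmp4* had 0 UMIs in WT and, against the same limit, were at least 805-fold and 11.9-fold higher. The lower ends of their log2 intervals were 9.35 and 3.17. *Msx1* was higher by 8.09, *Cd44* by 1.23, *Myc* by 0.52, *Rnf43* by 1.37 and *Znrf3* by 1.25. Of the 8 stem cell markers 7 were higher, led by *Prox1* at 5.97, and *Lgr5* did not differ detectably (-0.05). *Mki67* (-0.40), *Lyz1* (-0.24), *Ascl2* (-0.59), *Hopx* (-0.15) and *Krt19* (-0.25) were lower. Of the 5 reserve stem cell genes, 3 intervals lay below 0 and 1 above, that of *Msi1* (0.59). The 5 Bmp genes lay above 0, with 3 intervals above 0. Of the 4 ectopic crypt genes, 3 intervals lay above 0. In Wnt/TA-like cells outside the adenoma-enriched subclusters, the intervals of 4 of the 6 antagonists and 4 of the 8 stem cell markers lay above 0. That of 1 stem cell marker, *Cd24a* (-0.27), lay below 0. In the Tcf/Lef family 0 of 4 intervals lay above 0 there, and 1 lay below, that of *Tcf7* (-0.42). The 4 antagonists rested on 5 (*Dkk3*), 10 (*Wif1*), 34 (*Notum*) and 94 (*Nkd1*) UMIs of *LApc* in these cells. RNA set free from adenoma cells, which *Sox17* put at 0.907% in enterocyte-like cells of *LApc*, was not taken out. It stays open as their source.

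Adenoma-enriched cells of *LApcL* and *LApc* were compared for the effect of *Lef1* deletion. All 6 Wnt antagonists were lower in *LApcL*, with log2 ratios of -7.29 for *Wif1*, -4.69 for *Dkk3*, -2.85 for *Dkk2*, -1.88 for *Nkd1*, -1.43 for *Notum* and -0.17 for *Axin2*, whose direction flipped under TMM scaling (0.07). TMM scaling put 0 at -0.23 on this scale, while the median over 2993 genes at 50 CPM or more was -0.01. Of these genes 48.9% lay above 0, and 73.0% under TMM scaling. Over all Wnt/TA-like cells *Axin2* stood at 0.43. In the Tcf/Lef family, *Tcf7l1* (-1.90) and *Lef1* (-2.63) were lower, *Tcf7l2* was higher (0.20) and *Tcf7* did not differ detectably (-0.08), but it was 0.15 under TMM scaling and 0.89 (0.73 to 1.06) over all Wnt/TA-like cells. All 8 stem cell markers were lower, from -2.28 for *Prox1* to -0.99 for *Cd24a*, and *Lgr5* also stood at -2.28. The 5 Bmp genes were lower, from -2.05 for *Bmp4* to -0.75 for *Bmp7*, which was 0.05 over all Wnt/TA-like cells. *Rnf43* (-0.40) and *Znrf3* (-1.16) were lower, but *Rnf43* was 0.14 over all Wnt/TA-like cells.

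Other fixed genes were higher in *LApcL* adenoma-enriched cells. The log2 ratio was 0.30 for *Myc*, 0.67 for *Cd44*, 0.78 for *Sox17* and 0.49 for *Mki67*, which was -0.31 over all Wnt/TA-like cells. Among ectopic crypt genes, *Msx1* (1.37) and *Lyz1* (1.49) were higher, *Ephb2* did not differ detectably (-0.06), and *Ephb3* was lower (-0.16) but 0.07 under TMM scaling. The 5 reserve stem cell genes lay above 0, at 0.16 for *Krt19*, 0.37 for *Hopx*, 0.65 for *Ascl2*, 0.14 for *Lrig1* and 0.12 for *Msi1*, with 3 intervals above 0. In cells of the *S100g*-high state alone, *Sox17* (-0.02) and *Krt19* (-0.05) were not higher, *Myc* did not differ detectably (0.07, -0.11 to 0.25), and *Axin2* was 0.16. There *Cd44* (0.65), *Mki67* (0.33), *Msx1* (0.99), *Lyz1* (0.68), *Hopx* (0.34) and *Ascl2* (0.29) stayed higher, with intervals above 0. The intervals of *Lrig1* (0.15) and *Msi1* (0.25) spanned 0.

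**Figure D2:**
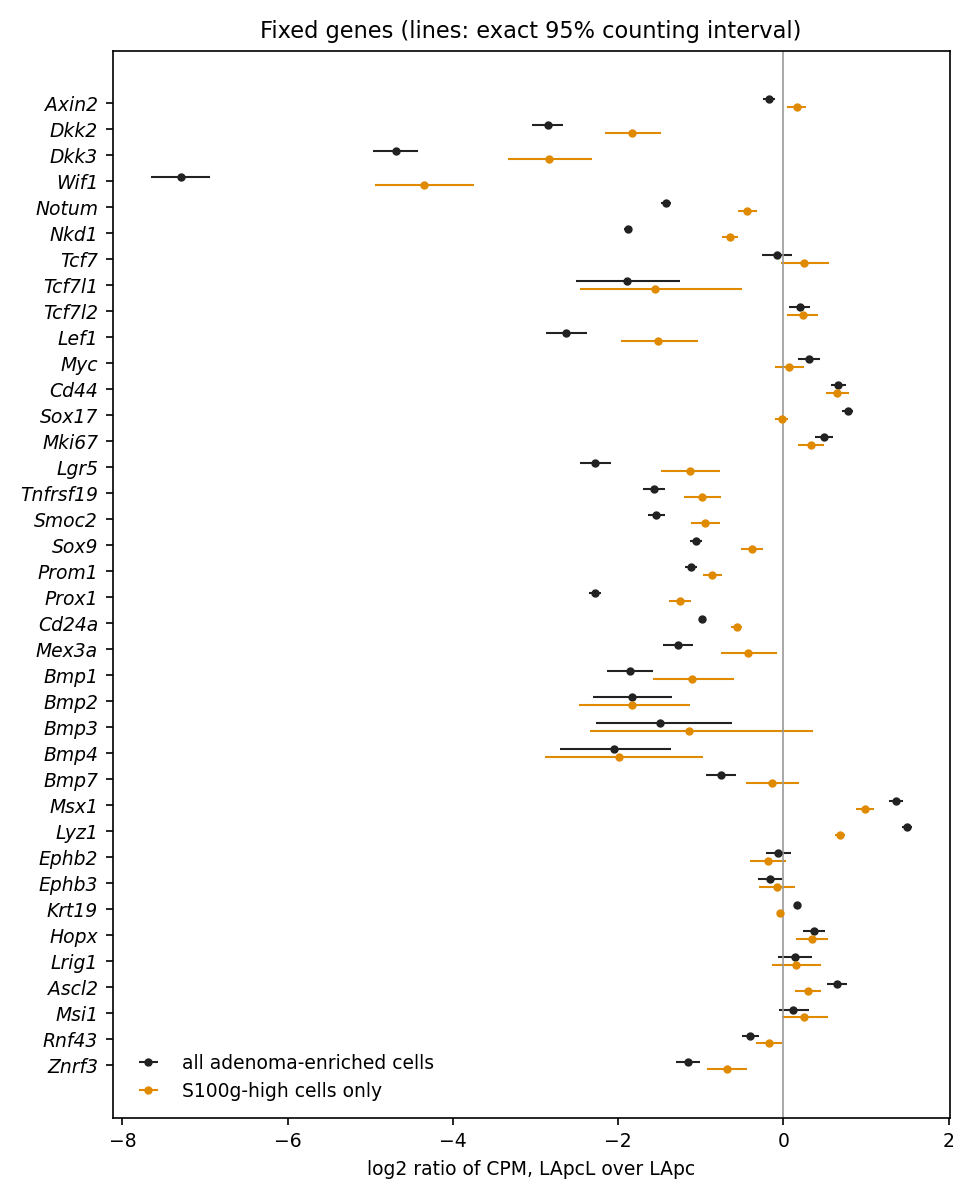
Log2 ratio of CPM of the fixed genes, *LApcL* over *LApc*, with exact 95% counting intervals as lines, in all adenoma-enriched cells and in *S100g*-high cells only, a restriction chosen after the data had been seen. *Wif1* (-7.29) and *Dkk3* (-4.69) lie furthest below 0, while *Axin2* (-0.17) and *Ephb3* (-0.16) flip under TMM scaling to 0.07 and 0.07.

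Among the 5 highest ratios by the fixed rule were those of *Pgc* (1.82), *Aqp1* (1.76), *Lyz1* (1.49) and *Msx1* (1.37). The 5 lowest were those of *Lcn2* (-8.81), *Lrg1* (-8.49), *Wif1* (-7.29), *Vim* (-7.22) and *Gzma* (-6.18). Most *LApc* UMIs of *Lcn2* (2135 of 2152), *Lrg1* (1624 of 1658) and *Vim* (1779 of 1930) lay in cells of the *Wfdc18*-high state, and 820 of the 872 *Gzma* UMIs lay in 40 cells of neither state. In *S100g*-high cells the ratio was -3.05 for *Lcn2*, -4.11 for *Lrg1*, -4.34 for *Wif1*, -5.09 for *Vim* and -1.66 for *Gzma*.

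Sets of growth-related genes were compared in the same cells. The 77 ribosomal protein genes had a median log2 ratio of 0.25 in adenoma-enriched cells, at percentile 100 of 10000 random matched lists, of whose medians the middle 95% lay between -0.01 and 0.18. They took 25.2% of the UMIs in *LApc* and 30.0% in *LApcL*. Over all Wnt/TA-like cells the median was 0.05, at percentile 68.7. In adenoma-enriched cells under TMM scaling it was 0.48, where matched lists had a median of 0.34. The 5 other named classes had medians of 0.41 to 0.70. The 44 Myc-related genes had a median of 0.31, at percentile 100, and the 14 cell-cycle genes one of 0.36, at percentile 100. In the 5 other named classes these medians ran from 0.66 to 1.16 and from 0.70 to 1.37, above those in adenoma-enriched cells. Adenoma RNA carried into those classes was not taken out for these lists. In Wnt/TA-like cells outside the adenoma-enriched subclusters the Myc-related median was 0.11, at percentile 100, and the cell-cycle median -0.22, at percentile 0.07. Over all Wnt/TA-like cells the cell-cycle genes stood at -0.07, at percentile 5.47. Between *LApc* and WT the medians in Wnt/TA-like cells were -0.04 for ribosomal protein genes, at percentile 99.98, since matched lists had a median of -0.18. They were -0.10 for Myc-related genes, at percentile 5.01, and -0.36 for cell-cycle genes, at percentile 0.

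Proliferation was compared through cells with a *Mki67* UMI. After thinning to 3000 UMIs, 13.0% (11.16 to 15.004) of adenoma-enriched cells of *LApc* and 20.8% (19.99 to 21.66) of those of *LApcL* had one, a difference of 7.83 points. This left out 43 and 19 cells. Without thinning the shares were 26.1% and 47.3%, at median depths of 7503 and 11503 UMIs. In enterocyte-like cells, which should lack *Mki67*, the thinned shares were 2.47% in *LApc* and 5.75% in *LApcL*, at median depths of 6072 and 8168.5 UMIs. Over all Wnt/TA-like cells, the thinned shares were 33.2% in WT, 24.2% in *LApc* and 21.4% in *LApcL*, so that the difference between *LApcL* and *LApc* was -2.79 points. Thinning left out 0, 117 and 26 of these cells, and the unthinned shares were 62.6%, 40.2% and 47.4%.

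Within *LApc*, adenoma-enriched cells with and without a *Lef1* UMI were compared. After thinning, 7 of 82 *Lef1*-positive cells (8.54%, 3.50 to 16.8) and 152 of 1142 *Lef1*-negative cells (13.3%, 11.4 to 15.4) had a *Mki67* UMI. The difference of -4.77 points was not detectable at this depth, and without thinning it was 3.77 points. Cell-cycle genes stood at 854 CPM in both thinned sets, and at 1248 and 994 CPM without thinning. Of the 82 cells 67 were *Wfdc18*-high, and there the shares were 10.4% and 11.0%. In *S100g*-high cells they were 0 of 15 (0% to 21.8%) and 16.1% (13.0 to 19.5), with cell-cycle genes at 311 (14 UMIs) and 914 CPM. Without thinning the *S100g*-high shares were 30.0% (12 of 40) and 31.4%, with cell-cycle genes at 1167 and 1050 CPM. The unthinned *Wfdc18*-high shares were 29.4% and 20.6%. Both states were set apart after the data had been seen. A *Lef1* UMI was found in 6.70% of thinned adenoma-enriched cells of *LApc* and in 1.23% of those of *LApcL* (14.5% and 3.99% without thinning). In enterocyte-like cells it was found in 0 of 2507 cells of *LApc*, with an exact upper limit of 0.147%, and in 0.0728% in *LApcL*.

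Transcripts of secretory cells and enterocytes were followed across classes to measure free RNA. *Lyz1*, a Paneth cell transcript, was seen after thinning in 33.7% of enterocyte-like cells of WT, 11.8% of those of *LApc* and 27.2% of those of *LApcL*. In adenoma-enriched cells it was seen in 20.2% in *LApc* and 48.5% in *LApcL*. Without thinning, the shares in *LApc* and *LApcL* were 20.7% and 53.8% of enterocyte-like cells and 34.6% and 77.5% of adenoma-enriched cells. The *Lyz1* level was 43.7 and 145 CPM in enterocyte-like cells and 254 and 716 CPM in adenoma-enriched cells of *LApc* and *LApcL*. *Defa24*, also a Paneth cell transcript, stood at 955 and 994 CPM in enterocyte-like cells and at 860 and 623 CPM in adenoma-enriched cells. *Tff3*, a goblet cell transcript, stood at 2920, 1420 and 729 CPM in enterocyte-like cells of WT, *LApc* and *LApcL*, against 72468, 83303 and 53232 CPM in goblet-like cells. *Fabp1*, an enterocyte transcript, stood at 268, 915 and 192 CPM in goblet-like cells, against 8163, 14428 and 5926 CPM in enterocyte-like cells.

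**Figure D3:**
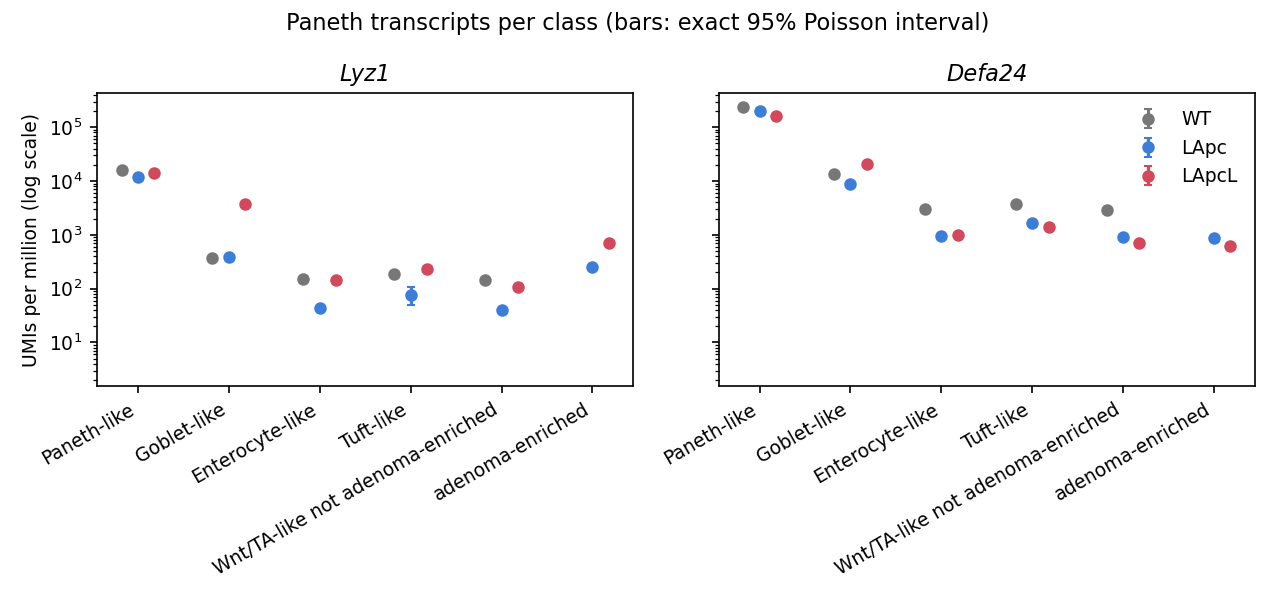
CPM (log scale) of *Lyz1* and *Defa24* in 5 classes and in adenoma-enriched cells of the 3 libraries, with exact 95% Poisson intervals as bars; the 5 adenoma-enriched cells of WT are not drawn. *Lyz1* stood at 716 CPM in adenoma-enriched cells of *LApcL* and 254 CPM in those of *LApc*, whereas *Defa24* stood at 623 and 860 CPM.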

Values the study reported

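The study reported final numbers of 10,044 WT, 9651 *LApc* and 14,062 *LApcL* epithelial cells. It gave the Wnt/TA population as 70% of all EpCAM-positive cells in the *LApcL* intestine, 33% in the *LApc* intestine and 28% in normal tissue. It also reported that *LApcL* mice had 4.6-fold more adenoma cells in the Wnt/TA cluster than *LApc* mice.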

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

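The test of damage in *LApcL* was chosen only after the result was seen. Among the barcodes that the comparisons left out were those with more than 20% mitochondrial UMIs. Such barcodes made up 17.7% of all barcodes in *LApc* and 2.38% in *LApcL*, above the 0.541% in WT. They held a median of 2337 UMIs in *LApc*, 3408 in *LApcL* and 6945 in WT.

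Among barcodes with 6000 UMIs or more, the share above the limit was 0.525% in *LApc* and 0.129% in *LApcL*, against 0.468% in WT, so the excess lay in shallow barcodes. In WT, 11314 of 11453 barcodes reached that depth, compared with 5901 of 13214 in *LApc* and 14679 of 17388 in *LApcL*. WT thus held few barcodes in the range where the excess was found, and an unlike choice of barcodes in the deposited matrices may add to the difference. Damage to cells during preparation is the other technical explanation. The share was higher than in WT in 6 of 6 classes by marker score in *LApc*, and in 6 of 6 in *LApcL*. Enterocyte-like barcodes of *LApc* reached 32.3%. Damaged cells also hold few UMIs, so these tests leave depth and damage both open. The genotype, and for *LApc* the later day, remain open as untested biological explanations.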

How the results depend on the processing

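The restriction to *S100g*-high cells was chosen only after the result was seen. No paired analysis was possible because each group has 1 library, the groups share only a replicate number given in accession order, and the results come from no test.

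The Wnt/TA-like share was the least stable result. The differences *LApcL* minus *LApc* and *LApc* minus WT were -0.813 and -4.08 points at a clustering resolution of 0.4, 34.4 and -0.321 by marker score, and 32.8 and 11.1 with a mitochondrial limit of 10%. Without integration the first was 39.3. At a resolution of 0.4, clusters of 5080 and 3181 cells, of which 4306 and 2828 were *LApcL* cells, were left unnamed for want of raised markers, which lowered the class. The fall at 0.4 thus came from the naming and does not show that such cells were fewer. For the other changes the cause was not tested.

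Enterocyte-like and goblet-like shares kept their direction under the alternatives run. The enterocyte-like differences, in the same order, were -11.6 and 7.34 points with doublets kept, -13.4 and 4.65 with the 10% limit, -12.1 and 7.33 without removal by genes detected, -27.8 and 11.3 without integration, -12.1 and 7.04 at resolution 0.4, -12.7 and 7.83 with all variable features, and -29.2 and 17.8 by marker score. The goblet-like differences were -11.3 and -14.9 with doublets kept and -10.8 and -12.8 by marker score. The first was -11.4 with the 10% limit, and the second was -14.4 without integration. The tuft-like difference between *LApc* and WT reversed to 1.28 by marker score. The Paneth-like difference between *LApcL* and *LApc*, -0.363, also changed sign, to 2.38 by marker score. Its interval spans 0, so it counts as moved, as reversed is kept for values whose interval does not. Of 42 values for the minor classes 30 stayed within their interval, 11 moved and 1 reversed. The cause was not tested.

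Without neighbour correction, the ratio of adenoma-enriched cells was 1.00 over Wnt/TA-like cells and 2.01 over kept cells. The latter was 4.30 with the 10% limit. Of 405 gene ratios under the 9 alternatives that changed the cells or the scale, 226 stayed within their interval, 164 moved and 15 reversed. All Wnt/TA-like cells and no neighbour correction took nearly the same cells, so they are not separate changes. Each gave 36 moved and 5 reversed. TMM scaling, which shifts all genes alike, gave 31 moved and 2 reversed. The WT share limits of 5% and 20% selected the same cells. The area under the ROC curve lay on the side of the ratio for 41 of 41 genes whose interval excluded 0. Over all Wnt/TA-like cells and without correction, respectively, *Axin2* was 0.43 and 0.43, *Mki67* -0.31 and -0.31, *Bmp7* 0.053 and 0.052, *Ephb3* 0.40 and 0.40, and *Rnf43* 0.14 and 0.14. This left 1 of the pair *Rnf43* and *Znrf3* below 0 under each. Both settings bring normal crypt cells into the comparison. TMM scaling gave 0.066 for *Axin2* and 0.075 for *Ephb3*, so that 4 of 4 ectopic crypt genes lay above 0. In *S100g*-high cells *Axin2* was 0.16, *Sox17* -0.022 and *Krt19* -0.045.

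The ribosomal median was 0.48 under TMM scaling, 0.050 over all Wnt/TA-like cells and 0.16 in *S100g*-high cells. The Myc-related median was 0.55, 0.29 and 0.18 in the same order. The *Mki67* difference was 21.1 points without thinning, -2.79 over all Wnt/TA-like cells and 5.26 in *S100g*-high cells. The *Lef1*-positive minus *Lef1*-negative difference was 3.77 points without thinning. It rests on 7 positive cells after thinning, so depth limits it. The cause of the remaining changes was not tested.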

Other observations

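The tests of the mix of states on gene ratios, of the states themselves, of carried-over cells, of unrecombined *Lef1*, and of doublets, free RNA, growth-related gene sets, immune cells and regions were chosen only after the result was seen. The share of adenoma-enriched cells among Wnt/TA-like cells was 2.40-fold higher in *LApcL* than in *LApc*. Over kept cells the ratio was 4.81. The denominator of the ratio quoted from the study above is not stated, so no direction is given against it, and cell classes were rebuilt here.

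Adenoma-enriched cells fell into a state high in *S100g* and a state high in *Wfdc18*. In *LApc*, 546 cells (43.1%) were *S100g*-high and 681 (53.7%) *Wfdc18*-high, compared with 9123 (99.4%) and 29 (0.316%) in *LApcL*. Within *LApc* alone, *Nkd1*, which had no part in the clustering, was higher in the *Wfdc18*-high state by a log2 ratio of 1.87, which argues against a difference between libraries. The ratio of median UMIs was 0.857, which argues against depth. Adenomas from unlike parts of the intestine cannot be told apart from this, as 8 proximal genes had a median of 0.12, with 5 of 8 above 0, and 6 of 8 distal genes lay above 0 at a median of 0.30. The genotype and the day remain open as untested.

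The unlike mix of states may account for part of the gene ratios. Within *S100g*-high cells the median log2 ratio was -1.24 for Wnt antagonists and -0.90 for stem cell markers, which argues against the mix as the whole explanation. With both libraries set to the same mix, these medians were -0.36 and -0.36, against -2.37 and -1.41 in all adenoma-enriched cells, so the mix may carry most of both. The same-mix values lean on 29 *Wfdc18*-high cells of *LApcL*. For *Myc*, *Cd44*, *Sox17* and *Mki67* the median within *S100g*-high cells was 0.20, with 2 of 4 intervals above 0, and for ectopic crypt genes it was 0.30, also with 2 of 4. With the same mix these medians were 0.45 and 0.35. *Cd44* (0.65) and *Mki67* (0.33) stayed higher within *S100g*-high cells, while *Myc* (0.07) and *Sox17* (-0.02) did not. The mix and other causes therefore cannot be told apart for that list. The ectopic crypt genes that were higher in all adenoma-enriched cells, *Msx1* and *Lyz1*, stayed at 0.99 (0.88 to 1.10) and 0.68 (0.62 to 0.75). This argues against the mix as the whole explanation for *Msx1* and *Lyz1*. The *Mki67* difference within *S100g*-high cells was 5.26 points.

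*Lef1* was not low in every *LApcL* cell. In its 29 *Wfdc18*-high cells it stood at 41.6 CPM (10 UMIs), and the log2 ratio over the same state of *LApc* was 0.33 (-0.76 to 1.24). Over *S100g*-high cells of *LApcL* it was 3.60. With both libraries set to the same mix of states, the log2 ratio of *Lef1* was 0.092, against -2.63 in all adenoma-enriched cells. Cells carried over from *LApc* were tested with the 25 genes that mark the state most within *LApc*, against 10000 draws of 29 *LApc* cells of the state. Their median log2 ratio, -0.51, lay within the draws, of which 777 were as low. A count taken up after that found 10 of the 25 genes below the lower 95% limit of the draws, allowing for free RNA, and at most 8 in a draw. This argues against carried-over cells as the whole source, and a part of them stays open. Cells in which *Lef1* was not recombined are a candidate explanation that these 10 UMIs leave open. A count at the end of the transcript can also include a recombined *Lef1* transcript that lacks an exon, so the count cannot decide on recombination.

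In *LApcL*, 243 Paneth-like cells (55.6% of the class) also carried adenoma transcripts, with *Sox17* at 252 CPM against 312 CPM in adenoma-enriched cells. Their median UMI count was 0.650 of that of adenoma-enriched cells, and *Defa24* stood at 18649 CPM against 237700 CPM in the other Paneth-like cells. Both argue against doublets of full cells. These cells held at least 10.4 times as many UMIs per cell of *Defa24*, *Defa22* and *Ang4* as adenoma-enriched cells. They held at least 3.97 times as many of *Sox17*, *Msx1* and *S100g* as enterocyte-like cells. The cells came from a class named by Paneth cell genes and were set apart by adenoma transcripts, which favours both ratios. The ratios therefore cannot decide whether free RNA is the source. Free RNA, a doublet with a cell fragment and the genotype stay open.

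Free Paneth cell RNA was tested as the source of *Lyz1* in adenoma-enriched cells. The ratio of *Lyz1* to *Defa24* was 1.15 there in *LApcL* and 0.146 in enterocyte-like cells of the same library, 7.86 times lower, which argues against free RNA as the whole source.

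The higher ribosomal protein genes of *LApcL* may be a property of the library. All 5 other named classes showed them, with a lowest median log2 ratio of 0.41, as did Wnt/TA-like cells outside the adenoma-enriched subclusters, at 0.13. Myc-related and cell-cycle genes were also higher in those 5 classes, with lowest medians of 0.66 and 0.70. For these 2 lists free adenoma RNA was not taken out. *Sox17* put it at 11.8% in enterocyte-like cells of *LApcL* and 0.907% in those of *LApc*. Of the Paneth-like cells of *LApcL*, 55.6% also carried adenoma transcripts. The 5 classes therefore cannot decide on a property of the library for these 2 lists. In Wnt/TA-like cells outside the adenoma-enriched subclusters, cell-cycle genes stood at -0.22, which argues against a property of the library as their whole cause. Myc-related genes stood at 0.11 there, at percentile 100 of matched lists, as ribosomal protein genes did. A property of the library thus stays open for Myc-related genes too, and it cannot be told apart from other causes. For ribosomal protein genes in enterocyte-like cells, taking out free adenoma RNA at the 11.8% that *Sox17* gives left 0.44 of 0.51, which argues against that source. A biological effect of genotype on all classes remains open.

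*Gzma* in *LApc* adenoma-enriched cells may come from a few immune cells. Of the UMIs of 9 immune markers 78.0% (603 of 773) lay in 40 cells of neither state. These cells held 143 of 144 *Jchain*, 181 of 285 *Lyz2* and 84 of 91 *Cd7* UMIs, and *S100g*-high cells also held 102 *Lyz2* UMIs.

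Distal enterocyte genes were higher in WT than in *LApc*. Over enterocyte-like cells and the unnamed cluster led by *Fabp6*, their median log2 ratio was 0.53, with 8 of 8 above 0, and proximal genes had one of -0.64, with 6 of 8 below 0. In enterocyte-like cells alone, which leave out most *Fabp6* UMIs, the medians were 0.25, with 5 of 8 above 0, and -0.50, with 5 of 8 below 0. In the unnamed cluster alone they were 0.33, with 6 of 8 above 0, and -0.07, with 4 of 8 below 0. Without integration the cluster led by *Fabp6* held 2544 cells of WT and 280 of *LApc*. With integration it held 776 and 750. In the run without integration, an enterocyte-like cluster led by *Reg1* held 25 cells of WT and 2341 of *LApc*. Clusters thus split by library in that run, so its counts cannot decide on region. More distal tissue in WT and a difference of genotype or day cannot be told apart, since each genotype has 1 library and proximal genes went both ways. *LApcL* was taken on day 21 like WT. Its distal genes in enterocyte-like cells had a median log2 ratio of -0.43 over *LApc*, with 6 of 8 below 0 and 2 above. This argues against day as the whole cause for the distal genes. *Cybrd1*, a proximal gene chosen after its values were seen, stood at 1.12 CPM (23 UMIs) in enterocyte-like cells of WT. It stood at 140 CPM (2382 UMIs) in those of *LApc* and 89.4 CPM (1083 UMIs) in those of *LApcL*, so it was low in WT alone.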
